# Optimized Method for Robust Transcriptome Profiling of Minute Tissues Using Laser Capture Microdissection and Low-Input RNA-Seq

**DOI:** 10.3389/fnmol.2017.00185

**Published:** 2017-06-13

**Authors:** Shannon Farris, Yu Wang, James M. Ward, Serena M. Dudek

**Keywords:** RNA-Seq, laser-capture microdissection, RNA quality, low-input, hippocampus, transcriptome

## Abstract

Obtaining high quality RNA from complex biological tissues, such as the brain, is needed for establishing high-fidelity cell-type specific transcriptomes. Although combining genetic labeling techniques with laser capture microdissection (LCM) is generally sufficient, concerns over RNA degradation and limited yields call into question results of many sequencing studies. Here we set out to address both of these issues by: (1) developing a fluorescence-assisted LCM protocol that yields high quality RNA from fresh-frozen tissues; and (2) determining a suitable RNA-Seq library generation method for limited amounts of RNA (1–5 ng total RNA). The latter focused on comparing commercially available kits able to produce libraries of sufficient concentration and complexity while limiting PCR amplification biases. We find that high quality RNA (RNA integrity number, RIN, >9) of sufficient concentration can be isolated from laser-captured material from thinly-sectioned tissues when digestion time and temperature are minimized. Furthermore, we found that library generation approaches that retain ribosomal RNA (rRNA) through cDNA library generation required fewer cycles of PCR, minimizing bias in the resulting libraries. Lastly, end stage depletion of rRNA prior to sequencing enriches for target RNAs, thereby increasing read depth and level of gene detection while decreasing sequencing costs. Here we describe our protocol for generating robust RNA-Seq libraries from laser-captured tissue and demonstrate that with this method, we obtain samples with RNA quality superior to the current standard in the LCM field, and show that low-input RNA-Seq kits that minimize PCR bias produce high fidelity sequencing metrics with less variability compared to current practices.

## Significance Statement

Transcriptome profiling of minute samples is critical for understanding complex tissues. Given the unstable nature of RNA, current methods have been unable to ensure that high quality RNA is obtained for subsequent sequencing applications. Here we compared commercially available low-input RNA isolation kits to evaluate RNA quality and low-input RNA-Seq library kits to evaluate the robustness of low-input library generation approaches. We find that high quality RNA can be extracted in sufficient quantity from thinly-sectioned laser-captured tissues when minimal digestion time and temperature are used. Furthermore, we found that library generation approaches that retain rRNA through cDNA library generation required fewer cycles of PCR, which minimized bias in the libraries and produced more uniform gene coverage with less variability than current practices. Combined, our methods enable high quality and robust transcriptome profiling from minute tissue samples.

## Introduction

Laser capture microdissection (LCM) is a microscopy-based technique developed to isolate select cell populations from complex, heterogeneous tissue. Using a thermoplastic polymer film that can be focally activated by infrared (IR) or ultraviolet (UV) lasers, discrete regions of tissue can be rapidly procured while retaining cellular morphology and location useful for identifying certain cell populations (Emmert-Buck et al., 1996; Bonner et al., 1997). The thermoplastic polymer can be heat-activated using either: (I) an IR laser onto a polymer coated cap to then lift a polymer-cell composite from the tissue; or (II) a UV laser to carve a border around the tissue of interest mounted onto a polymer slide that can be subsequently collected onto an adhesive cap (Emmert-Buck et al., 1996; Bonner et al., 1997; Espina et al., 2006). The UV laser LCM systems are well-suited for thick (up to 200 μm) tissues. However, the cells within the UV laser path are inevitably damaged, which adversely affects the quality of isolated DNA, RNA or proteins from small areas of interest (Espina et al., 2006). In contrast, the IR laser LCM systems use mild, transient focal heating of the thermoplastic polymer cap that produces minimal damage to DNA, mRNA or protein when brought into contact with the tissue (Bonner et al., 1997). Thus, understanding which LCM method is most appropriate for the experimental goals is essential. Here we report on our efforts to determine which LCM method was optimal for isolating RNA from discrete cell types in thinly sectioned (8 μm) fresh-frozen mouse tissues (brain and liver) for subsequent RNA-Seq.

RNA quality and quantity are two measures that can greatly affect the outcome of RNA-Seq studies (Adiconis et al., 2013; Gallego Romero et al., 2014). Existing cDNA library generation techniques deal with low quality or degraded RNA samples, such as random priming combined with various ribosomal RNA (rRNA) depletion methods (Tariq et al., 2011; Yi et al., 2011; Morlan et al., 2012; Ramsköld et al., 2012). However, usually these technologies require greater input amounts to achieve similar sequencing metrics obtained with high quality RNA. Because isolation of small cell populations using LCM typically results in minimal RNA yields, we set out to determine which LCM instrument and RNA extraction methods would yield the highest quality RNA. Previous studies have attempted to optimize obtaining high quality RNA from LCM (Wang et al., 2009, 2010; Cummings et al., 2011; Butler et al., 2016), however these studies report varying degrees of RNA quality for different types of tissues. We tested two commonly used LCM systems, one IR- and one UV-laser system, and determined that for small, thinly-sectioned fresh-frozen mouse sections the IR system resulted in higher quality RNA. In addition, we also tested whether different methods of RNA isolation had an impact on RNA quality and found that kits with minimal digestion time and temperature, such as 5 min at room temperature in the QIAGEN Micro RNeasy kit, resulted in superior quality RNA (RNA Integrity Number, RIN, 9–10, 10 being intact RNA) compared to longer digestion times at higher temperature, such as 30 min at 42°C in the Arcturus PicoPure RNA Isolation Kit (RIN 6–7), which is the current standard kit used in studies using LCM.

We next tested two commercially available low-input RNA-Seq library generation kits to determine which approach generated libraries of sufficient concentration while minimizing PCR amplification biases. Currently, the most frequently observed practice in the field is to amplify by PCR low-input RNA samples in order to generate sufficient input for cDNA library generation (Nichterwitz et al., 2016). This approach is expected to introduce PCR bias from non-uniform amplification driven by factors such as copy number (Coenen et al., 2015), transcript length (Oshlack and Wakefield, 2009) and GC nucleotide content (Lahens et al., 2014; van Dijk et al., 2014). As a result, the level of amplification products may poorly reflect the starting material. Two kits that have been previously identified as suitable for low-input RNA samples are the NuGEN Ovation RNA-Seq kit and the Clontech SMARTer kit (Tariq et al., 2011; Adiconis et al., 2013). Upon comparing these kits, we determined that library generation approaches that retain rRNA throughout cDNA generation, such as the NuGEN Ovation RNA-Seq system, require fewer cycles of PCR, likely due to preservation of yield prior to cDNA synthesis. The resulting libraries minimized PCR bias for low-input samples while maintaining high percent mapping, even gene coverage profiles, and low variability across replicates compared to current field standards.

## Materials and Methods

### Animals

Experiments were carried out in adult mice (see strains below) housed under a 12:12 light/dark cycle with access to food and water *ad libitum*. All procedures were approved by the Animal Care and Use Committee of NIEHS and were in accordance with the National Institutes of Health guidelines for care and use of animals.

### Tissue Preparation

For hippocampal sections: brains were harvested from adult male Amigo2-EGFP transgenic mice (25–35 g, 6–8 weeks) born from separate litters. The Amigo2-EGFP line was acquired from GENSAT (founder line LW244, RRID:MMRRC_033018-UCD) and bred for at least 10 generations onto C57bl6/n background. Mice were deeply anesthetized with Fatal Plus (50 mg/kg) before decapitation and swift removal of the brain (<2 min). Brains were bisected in the sagittal plane and individually flash frozen in 22 × 22 mm disposable cryomold (Polysciences, Inc., Warminster, PA, USA) filled with Tissue-Tek Optimal Cutting Temperature (OCT, Sakura Finetek) compound and then submerged in isopentane cooled to −20°C in a dry ice and ethanol slurry. For midbrain sections: adult C57bI6 mice were treated with a single systemic injection of LPS (5 mg/kg) or saline at 2 months old and a body weight of roughly 22–24 g for an unrelated study. After 10 months, brains were removed and immediately embedded in 4557 standard cryomold (Tissue-Tek^®^, Sakura) with OCT on dry ice. For liver sections: liver tissues were harvested from male C57bI6 mice (15–20 g, 6 weeks) and embedded as above for midbrain sections. Frozen tissue blocks were stored at −80°C until processing.

### Processing Brain Sections for LCM

Frozen tissue blocks were transferred on dry ice to the cryostat (CM1850, Leica Microsystems) that was pre-set to –18°C and allowed to equilibrate for at least 10 min prior to cutting. To avoid contamination across samples, a clean paint brush was used instead of the roll plate. In order to accommodate five sections per slide, the frozen OCT blocks were trimmed on all sides using a razor blade, leaving 3–4 mm of OCT surrounding the tissue for handling with the paint brush. Eight micron thick sections were cut and mounted on either RNase-free Superfrost Plus glass slides (FISHER) for use with the PixCell instrument, or MicroDissect polyethylene terephthalate (PET) membrane single frame slides (ASEE, part # FS-LMD-M-50r) for use with the CellCut instrument. Prior to LCM, a few sections were stained with cresyl violet to verify coordinates (Dorsal Hippocampus: 1.00–2.00 mm lateral from midline in the sagittal plane) using the 1st edition Watson and Paxinos (2010). EGFP fluorescence was used to visualize the target cells (in this case hippocampal cornus ammonis 2 (CA2), see Figure 1B) with an inverted fluorescence microscope.

**Figure 1:**
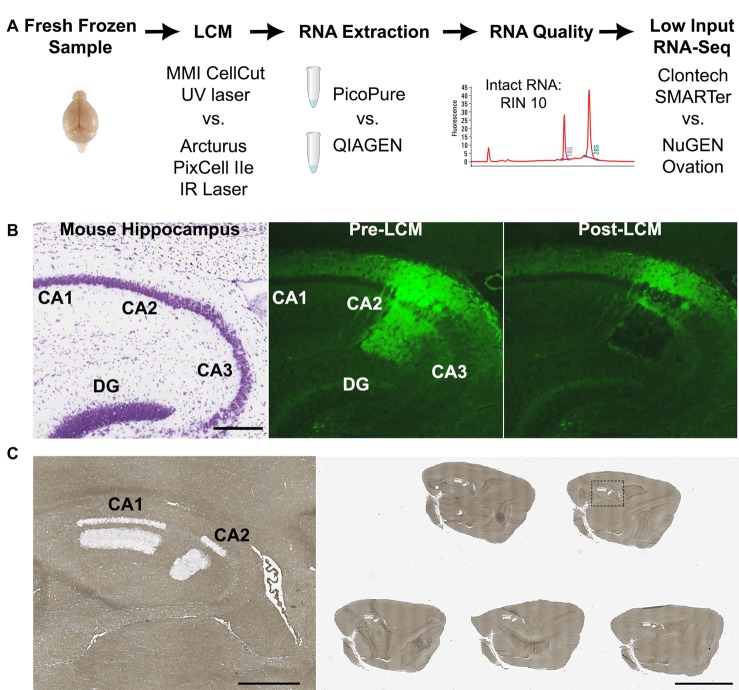
Laser capture-RNA-Seq workflow. **(A)** Schematic of steps that were optimized in the current study (LCM instrument, RNA extraction and RNA-Seq library kit). **(B)** Representative images of (left) nissl stained mouse hippocampus from Allen Brain Atlas, (middle) Amigo2-EGFP mouse hippocampus showing the fluorescently labeled CA2 cells and projections prior to LCM and (right) post LCM. **(C)** Representative image of a glass slide with five dehydrated mouse brain sections post-LCM of hippocampal subregions CA1 and CA2. On the left is a magnified image of the dashed box. Scale bars: 500 μm (**B,C** left) and 4 mm (**C** right). CA, cornus ammonis; DG, dentate gyrus; LCM, laser capture microdissection; RIN, RNA Integrity Number.

Five serial 8-micron thick sections from Amigo2-EGFP mouse brains were lined up in the cryostat and simultaneously mounted onto the slide (example slide shown in Figure 1C). An essential step was to mount all the sections on to the slide at once because picking up serial sections one by one or leaving sections at room temperature caused a reduction in fluorescence signal. After sections were mounted, the slide was immediately immersed in ice cold, RNase-free 95% ethanol for 30 s. Delaying fixation also reduced the fluorescence signal. Next, the slide was transferred to 75% ethanol for 30 s to remove the OCT. The slide was then gently swirled in the following solutions for 30 s each for sufficient dehydration: 95% ethanol, 2 × 100% ethanol. Swirling was particularly important in humid climates as insufficient dehydration affected both the fluorescence signal and ability to efficiently microdissect the tissue. For non-fluorescent midbrain and liver samples, 8-micron thick sections were fixed in ice cold 95% ethanol for 30 s, then transferred to 75% ethanol for 30 s to remove the OCT, as above. Slides were then stained with 2% cresyl violet in 75% ethanol for 30 s. Next, the slides were dehydrated in the following solutions for 30 s each: 75% ethanol, 95% ethanol, and 2 × 100% ethanol. After dehydrating, all sample slides (fluorescent or cresyl stained) were dipped in xylene to remove residual ethanol and then incubated in an additional clean xylene solution for at least 5 min when using the PixCell instrument or no more than 3 min when using the CellCut instrument. When using the PET slides with the CellCut instrument, longer xylene incubation times compromised the foil on the slide frame. Subsequent slides were processed in the same way until the target region was completely sectioned. All solutions were freshly prepared in RNase-free slide dishes (Tissue-Tek) with 200 ml of each solution.

### LCM

#### Arcturus PixCell IIe

Slides were removed one at a time from xylene and air-dried in a fume hood for 5 min before capturing the target region using a PixCell IIe LCM instrument (Arcturus/Molecular Devices) equipped with an IR laser and an inverted epifluorescence microscope. The CapSure HS LCM caps (Life Sciences, Cat # LCM0213) were used for collecting each region separately. For the microdissection of dorsal hippocampal CA2, approximately 20 slides (five sections per slide) were generated and captured over 2 days from the left hemisphere of each mouse (*N* = 3 mice). Approximately, 10 sections (2 slides) were harvested on one CapSure HS LCM cap per region for a maximum microdissection time of 30 min. Immediately after LCM, the cap was placed on the ExtracSure device in a CapSure HS Alignment Tray. Lysis was performed using either the PicoPure or QIAGEN kits as described below. Subsequent slides were processed until the entire target region was harvested.

#### MMI CellCut

Slides were removed from xylene and air-dried in the hood for at least 5 min before capturing the target region using the CellCut LCM system (Molecular Machines and Industries, MMI) equipped with an UV laser and an inverted epifluorescence microscope. PET slides were inverted and placed onto a glass slide so that the tissue section was sandwiched between the membrane and glass slide. Each target region was collected using 0.5 ml MicroDissect caps (ASEE, Cat# ST-LMD-M-500) as described for the PixCell instrument. Immediately after LCM, lysis was performed using either the PicoPure or QIAGEN kits as described below. Subsequent slides were processed until the entire target region was captured.

#### QIAGEN Lysis and RNA Isolation

Ten microliter RLT lysis buffer with ß-ME from the RNeasy^®^ Micro kit (QIAGEN, Cat #74004) was added directly on to the cap. A new RNase-free 0.5 ml microcentrifuge tube was placed onto the CapSure ExtracSure assembly and the set-up incubated at room temperature for 5 min. The microcentrifuge tube was spun with the CapSureExtracSure assembly at 800× *g* for 2 min to collect the cell extract into the microcentrifuge tube. Cell extracts were immediately frozen on dry ice. Lysate samples were stored at −80°C until RNA isolation. For RNA isolation, samples were thawed at room temperature and samples from one region were pooled into one lysate in an RNase-free 1.5 ml microcentrifuge tube. One volume of freshly prepared RNase-free 70% ethanol was added to the lysate and total RNA purification was performed by following RNeasy^®^ Micro user guide (QIAGEN, Cat #74004). RNase-free DNase set (QIAGEN, Cat#79254) was utilized to remove genomic DNA that can interfere with downstream applications. One sample was processed at a time to limit RNA degradation.

#### PicoPure Lysis and RNA Isolation

Ten microliter XB extraction buffer from the Picopure RNA Isolation kit (Thermo Fisher Scientific, Cat #KIT0204) was added into the buffer well. An RNase-free 0.5 ml microcentrifuge tube was placed onto the CapSureExtracSure assembly and incubated for 30 min at 42°C. After incubation, the CapSureExtracSure assembly with the microcentrifuge tube was spun at 800× *g* for 2 min to collect cell extract into the microcentrifuge tube. Cell extracts were immediately frozen on dry ice. Lysate samples were stored at −80°C until RNA isolation. For RNA isolation, conditioning Buffer (CB; 250 μL) was added to the PicoPure purification spin column and incubated for 5 min at room temperature. The purification spin column was then spun in the provided collection tube at 16,000× *g* for 1 min. Microdissected samples from one region were thawed and pooled into one lysate in an RNase-free 1.5 ml microcentrifuge tube and mixed with one volume 70% ethanol (supplied). The lysates were loaded onto the spin column and total RNA purification was performed by following PicoPure^®^ RNA isolation kit user guide (Thermo Fisher Scientific, Cat #KIT0204), including on-column DNase-treatment (QIAGEN, Cat#79254). One sample region was processed at a time to limit RNA degradation.

#### Assessment of RNA Quality and Quantity

Total RNA samples were analyzed for RIN and concentration using the 2100 Agilent Bioanalyzer instrument and RNA 6000 Pico assays (Agilent, Cat #5067-1513). Statistical tests comparing RNA quality and yield were performed using Graphpad Prism (v7) software (RRID:SCR_002798). Normality (KS normality test) and variances were tested prior to two-way analysis of variance (ANOVA) analyses (alpha 0.05).

### RNA-Seq Library Generation

#### Clontech SMARTer Library Generation

RNA samples (3.0 ng total RNA per sample, max input 4 μl) were depleted of rRNA sequences using the Clontech RiboGone mammalian kit according to manufacturer’s instructions. Note that we also tested the Illumina/Epicenter Ribo-Zero rRNA Removal Kit for mouse using the Clontech product note for truly low-input RNA samples but were unsuccessful in obtaining sufficient yield after the protocol. Thus, we prepared stranded RNA-Seq libraries from the RiboGone depleted RNA samples using the Clontech SMARTer Stranded RNA-Seq Kit according to manufacturer’s instructions using 20 cycles of PCR to amplify the final library. Twenty cycles of PCR were required achieve sufficient library concentration for quantitation and sequencing.

#### NuGEN Ovation Library Generation

Stranded RNA-Seq libraries were prepared using 3.0 ng total RNA per sample (max input 5 μl) with the NuGEN Ovation RNA-Seq Systems 1–16 for Model Organisms (mouse) according to manufacturer’s instructions. In this kit, rRNA is depleted prior to library amplification instead of prior to cDNA synthesis. This yield saving step allows for only 16 cycles of PCR to be sufficient when amplifying the final library. 

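Tissue of area CA2 of the hippocampus of Amigo2-EGFP mice was collected by laser capture microdissection. Its RNA was made into 3 sheared NuGEN libraries that were amplified with 16, 18 and 20 PCR cycles. The column labels of the deposited table name another mouse for each library, so the number of cycles and the mouse changed together and there was 1 library per cycle number. The table gives normalized counts per gene, which are read counts divided by a DESeq2 size factor for each library. Every value was a whole multiple of the smallest value of its column within a tolerance of 0.01 read, which gave back 33239387, 34320087 and 39256039 reads assigned to genes at 16, 18 and 20 cycles. A slope per cycle was fitted with limma to log2(normalized count + 1) for the 13639 genes with at least 10 normalized counts in at least 2 of the 3 libraries. Ribosomal RNA genes were left out by a pattern of symbols that also covers *Rn7s* symbols of small noncoding RNAs. The genes left out took 1.69 to 2.06% of the reads. The fit has 1 residual degree of freedom and takes its spread wholly from genes of like expression, with an infinite number of prior degrees of freedom. Its p-values thus set a slope against the typical spread of such genes between these 3 libraries. The gene's own spread has no weight in them.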

We compared 16, 18 and 20 cycles of PCR using LCM CA2 RNA samples from a separate cohort of *N* = 3 mice. The RNA was extracted using the QIAGEN kit. 

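Among markers of CA2 in the 3 sheared libraries, *Rgs14*, a regulator of G protein signaling, had 28269, 25481 and 28266 normalized counts at 16, 18 and 20 cycles, and *Amigo2*, which encodes a cell adhesion protein, had 13149, 12130 and 13744 (slope 0.02 log2 per cycle, standard error 0.0231, adjusted p = 1.00 from limma). Of 13 markers of CA2 pyramidal neurons, listed with all other gene lists before the data were examined, 0 passed the test (0 when adjusted over the list alone), while their median slope of -0.032 lay at percentile 1.015 of random lists and 3 slopes were positive. The matrix gene *Acan* had 2142, 1341 and 1853 normalized counts and *Vcan*, another one, 1523, 1063 and 1211. *Fibcd1*, a marker of neighboring CA1, fell from 1335 normalized counts at 16 cycles to 850 at 18 and 486 at 20 (adjusted p = 0.0015), and 4 of the 8 CA1 markers were lower when adjusted over the list alone. The neuronal genes *Shank1*, a postsynaptic scaffold (slope -0.11, adjusted p = 2.7e-06), *Tenm2*, an adhesion protein (-0.32, adjusted p = 2.9e-07), *Cacna1i*, a calcium channel, *Kcnab1*, a potassium channel subunit, and *Dclk1*, a kinase that binds microtubules, fell as well. So did the polyubiquitin gene *Ubb* (-0.16, standard error 0.015, adjusted p = 3.2e-21), together with *Tmsb10* and *Golga4*. Genes that rose included *Nnat*, an imprinted gene (0.24, adjusted p = 0.0017), *Ptgds*, which encodes prostaglandin D synthase, *Cpne7*, *Mir770*, the nuclear noncoding RNA *Malat1* (0.08, adjusted p = 3.8e-06) and *Ttr*, a transcript of choroid plexus that was not ordered by cycle (12.8, 2796 and 93.0 normalized counts). In all, 6 genes were higher and 10 lower of 13639 tested. At an unadjusted p under 0.05 in limma there were 620, less than the share of 0.05 that such a threshold passes where nothing changes. DESeq2 on the recovered reads called 2 higher and 4 lower genes, and placing the 16-cycle or the 20-cycle library in the middle of the order gave 5 and 6 genes. The numbers of genes above 10 normalized counts were 13747, 13804 and 13686. Across 13055 genes, which are not independent replicates, Spearman's rho of the slope was -0.0425 with transcript length and -0.00746 with GC content.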

We found no differences in any parameters tested (number of genes, GC content, % multi-mapped). To directly compare across kits, however, we used 20 cycles of PCR. Further, the cDNA samples used for the kit comparison were not fragmented using the Covaris S series ultrasonicator, whereas the three CA2 LCM samples were fragmented by ultrasonication. This step is recommended to reduce the amount of rRNA mapped reads and to ensure equal 5′ to 3′ read distribution. Lastly, Covaris fragmentation is recommended if sequencing on the Illumina NextSeq500 system because it is optimal for libraries less than 400 nucleotides (nt). Because smaller sized libraries are recommended for the NextSeq500 instrument, fewer total reads were acquired for the NuGEN samples (average library ~500 nt) than for the Clontech samples (average library ~200 nt) during multiplexed sequencing (see below).

### NextGen Sequencing and Analyses

Libraries were analyzed for size and concentration using the 2100 Agilent Bioanalyzer instrument and the High Sensitivity DNA assay (Agilent, Cat # 5067-4626). Libraries prepared from the Clontech SMARTer and NuGEN Ovation kits were four-plexed (2 samples each, QIAGEN and PicoPure) or three-plexed (3 CA2 LCM samples) and run on a mid-level NextSeq500 lane acquiring 100 bp paired-end reads. The data are available on Gene Expression Omnibus (GEO) #GSE95257. All code used for generating the data is available upon request.

Reads were trimmed using Sickle (v1.33; Joshi and Fass, 2011) and only paired reads with a quality score >20 and a minimum length of 20 bp were aligned to the GENCODE (M9) gene models and the mm10 mouse genome assembly index using STAR (v 2.4.1d) with the recommended ENCODE RNA-Seq parameters (ENCODE Project Consortium, 2012). Transcript abundance by gene and/or exon was quantified using FeatureCounts (v1.5.0-p1; Liao et al., 2014) given GENCODE (M9) gene models. The percentage of reads aligned to exonic, intronic or intergenic features was determined using FeatureCounts and relevant GTF files derived from GENCODE (M9). Samples were normalized with DESeq2 (Love et al., 2014) using total read counts mapped to annotated genes and/or exons. Ribosomal and mitochondrial genes were excluded from analyses as one or both of these classes of transcripts were depleted during library generation. The counts by gene data were used to determine the number of genes detected above threshold. The counts by exon data were used to determine the number of exons detected. Correlation and gene coverage plots were generated using log2 normalized counts with R (v3.3.0) and deepTools (Ramírez et al., 2014), respectively. Gene coverage profiles include the top 4000 expressed genes excluding rRNA and mitochondrial genes encoded on chromosome M. For the gene coverage heatmaps data were scaled to standard deviation. Example gene loci were produced from the UCSC Genome Browser using non-normalized BAM files. The read depth for each sample is auto-scaled per sample except in Figure 4C to visualize noise.

**Figure 2:**
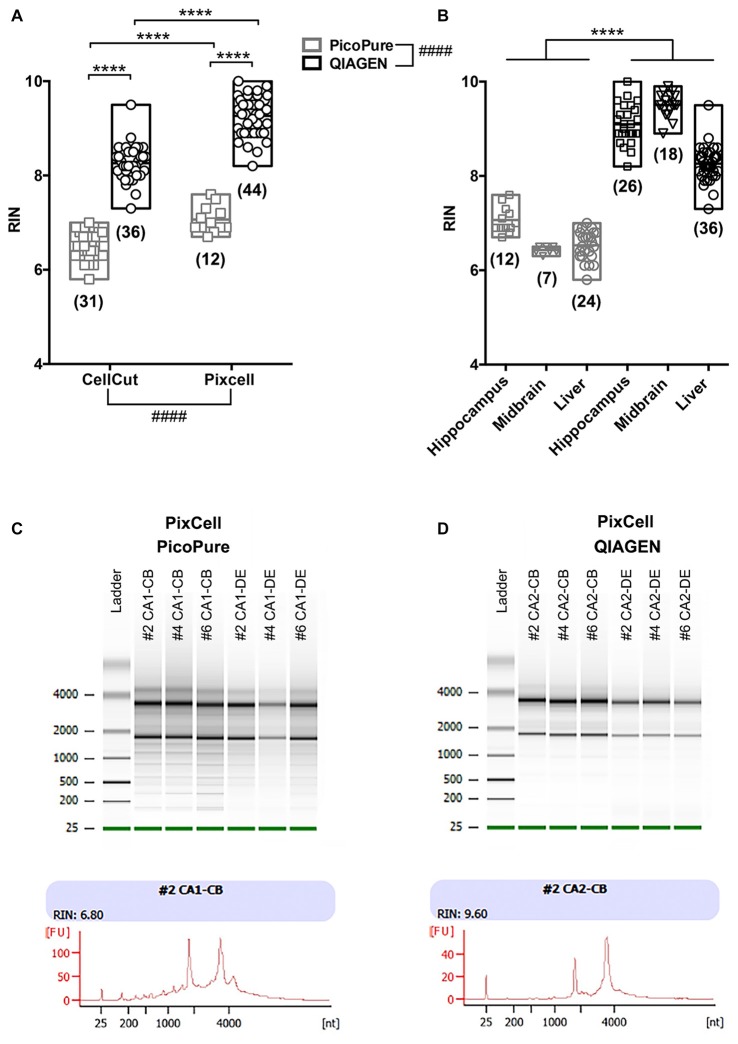
Comparison of RNA quality using different LCM methods. **(A)** Graph comparing RNA quality (RIN) from LCM RNA samples captured using the MMI CellCut or Arcturus PixCell Instrument and extracted with either the Arcturus PicoPure Isolation kit or QIAGEN Micro RNeasy kit. An overall significant effect was found for both conditions using a two-way analyses of variance (ANOVA; CellCut vs. PixCell *F*_(1,119)_ = 114.6; PicoPure vs. QIAGEN *F*_(1,119)_ = 732.5). Although, it is important to note that two groups (Pixcell PicoPure and CellCut QIAGEN) were solely represented by one tissue type (see Experimental Summary in Table 1). There was also a significant interaction between the two conditions (Interaction *F*_(1,119)_ = 9.177, *p* = 0.003). **(B)** The same data shown in A plotted by tissue type. Each tissue (Hippocampus, Midbrain and Liver) showed a significant increase in RIN with the QIAGEN kits vs. PicoPure kits using Sidak’s multiple comparisons *post hoc* test. All data were normally distributed (passed KS normality test) and had similar variances as tested by Brown-Forsythe test. **(C,D)** Representative Bioanalyzer gel (top) and electropherogram traces (bottom) from PixCell LCM RNA samples extracted using either the **(C)** Arcturus PicoPure Isolation kit or **(D)** QIAGEN Micro RNeasy kit. Note that these LCM samples were acquired simultaneously from different brain regions (CA1 vs. CA2) on the same sections from three mouse brains (#2, #4 or #6). Graphs are plotted min to max with a line at the mean. Numbers in parentheses indicate technical replicates. ^####^Overall group effect; ****post hoc result *p* < 0.0001; CB, cell body; DE, dendrite.

**Figure 3:**
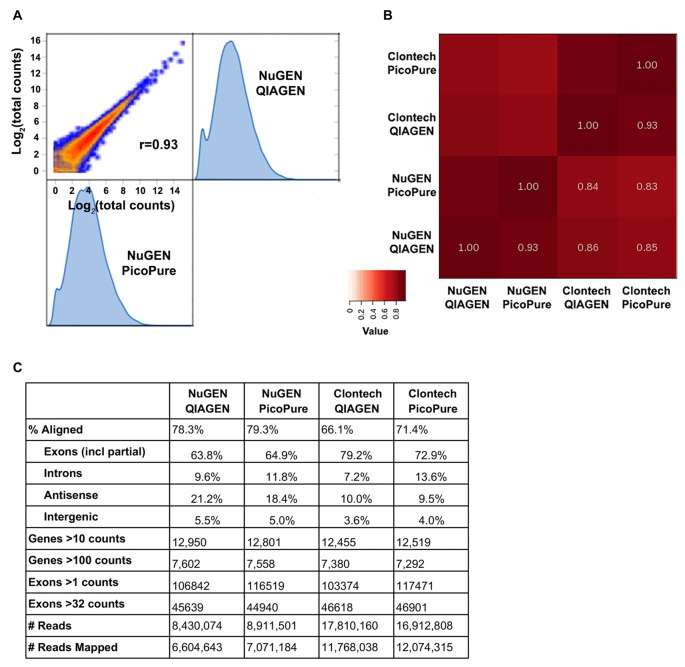
Sequencing metrics comparing library kits and RNA quality. **(A)** Log2 expression correlation plot of NuGEN libraries made from high (QIAGEN) and low (PicoPure) quality RNA. **(B)** Heat map summary of correlations from NuGEN and Clontech libraries. Note that the largest variation is from the library kit and not RNA quality. **(C)** Table of sequencing metrics. Note that due to their larger library sizes, NuGEN samples obtained fewer total reads than Clontech. Data were normalized for read depth prior to gene and exon analyses.

**Figure 4:**
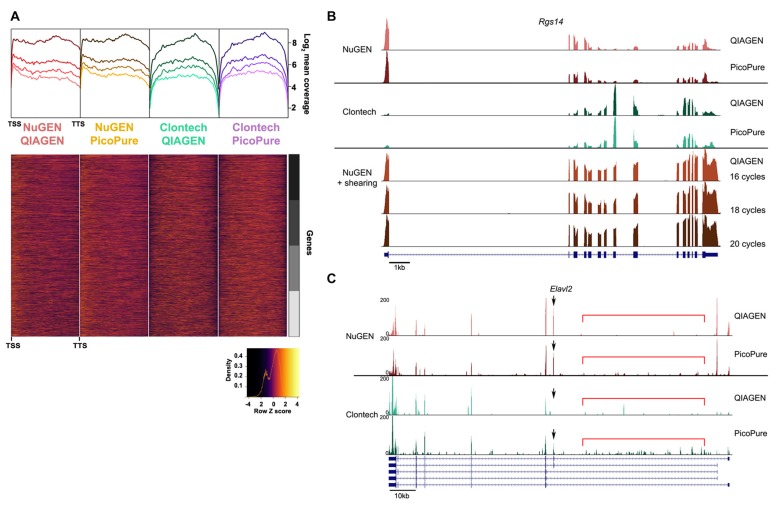
Comparison of gene coverage. **(A)** 5′-3′ average gene coverage for each sample. (Top) Gene coverage is broken down by expression with the darker colors corresponding to the highest expressing genes. (Bottom) Scaled heat map of the gene coverage graphed above. Note that libraries made with the NuGEN kit have greater gene coverage at the 5′ and 3′ ends compared to libraries made with the Clontech kit. **(B,C)** Representative gene loci to visualize read coverage from each sample. **(B)** *Rgs14* locus illustrates the greater 5′ and 3′ end coverage in the NuGEN samples. The 5′ bias in the NuGEN samples is remedied by shearing. NuGEN gene coverage is unaltered by increasing cycles of PCR. **(C)** *Elavl2* locus illustrates the increased intronic read coverage (denoted by red bar) seen in PicoPure or low quality samples. Differential isoform detection is denoted with a black arrow.

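In the exon counts of the 4 unsheared libraries, *Rgs14* (chromosome 13 of GRCm38, 55369732 to 55384687, + strand) held a larger share of its exon counts in its first and last exons with the NuGEN kit than with the Clontech kit. Exon 1 of its 15 exons held 30.2% of the gene's exon counts in the NuGEN QIAGEN library and 31.6% in the NuGEN PicoPure library, and 3.89% and 2.03% in the matching Clontech libraries. Exon 15, at the 3′ end, held 11.6% and 11.3% with NuGEN and 7.56% and 7.49% with Clontech. Exon 1 counts were 2639, 2478, 517 and 259 in the same order, out of 8724, 7831, 13287 and 12740 exon counts from 2791, 2741, 5850 and 5582 reads of *Rgs14*, because a read counts in every exon piece it covers. There was no replicate of any library.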

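*Elavl2*, which encodes a neuronal RNA-binding protein, lies on chromosome 4 of GRCm38 from 91250763 to 91400785 on the - strand and has 17 numbered exons in the exon counts. Exon 8 held 14.4% and 16.4% of its exon counts in the NuGEN QIAGEN and NuGEN PicoPure libraries, and 2.02% and 1.27% in the matching Clontech libraries. The last exon, exon 17, held 15.5% and 22.4% with NuGEN and 48.6% and 46.8% with Clontech. The *Elavl2* total was 1614 and 1627 normalized counts with NuGEN and 1381 and 1764 with Clontech, a log2 difference of 0.05 (standard error 0.145, adjusted p = 0.84 from limma). The deposited counts hold no intron positions, so the reads within its introns could not be counted.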

#### Cross-Correlation with Published Datasets

Comparisons with Hipposeq (Cembrowski et al., 2016) data (NCBI GEO accession no. GSE74985) were performed in R using log_2_ median normalized counts from CA2 samples (*N* = 3 for both datasets). FASTQ files were run through identical pipelines as described above with the following changes; the GTF file was derived from vM12 GENCODE gene models, the Hipposeq dataset was aligned with STAR using single-end and unstranded parameters, and no genes were excluded from analyses. Approximately 22 million reads were mapped from the Farris dataset (76% of total aligned reads were assigned to genes) and 32 million reads from the Hipposeq dataset (62% of total aligned reads were assigned to genes). The correlation plot consists of the mean per dataset from 14,045 genes with at least one count in all replicates of both datasets. The MA plots were centered by the mean of each dataset and one representative sample from each dataset is shown. The coverage profiles and heatmaps were generated as described above.

## Results

### Type of Laser and RNA Extraction Method Impact RNA Quality

In order to determine the optimal workflow for LCM RNA samples for downstream RNA-Seq we compared the RNA quality of LCM samples (as measured by RIN) captured from various mouse brain and liver samples (Table 1) using two common LCM instruments, the MMI CellCut and Arcturus PixCell IIe, which differ in the type of laser used (UV and IR, respectively) and method of capturing tissue (polymer slides vs. polymer-coated caps, respectively). We also tested two commercially available methods for RNA extraction for performance on RNA quality and quantity, the Arcturus PicoPure isolation kit (current standard in LCM) and the QIAGEN RNeasy micro kit (Figure 1A). These kits differ in the recommended time and temperature of tissue lysis with the PicoPure lysis incubation being 30 min at 42°C and the QIAGEN lysis incubation conditions being 5 min at room temperature. Furthermore, for a within sample experiment to compare the RNA extraction kits, we simultaneously captured two adjacent brain regions, hippocampal subregions CA1 and CA2 (Figures 1B,C), using the PixCell IIe instrument and isolated RNA using either the PicoPure (CA1 samples) or QIAGEN (CA2 samples) kits.

**Table 1:** Experimental summary of laser capture microdissection (LCM) samples.

Condition	# Experimental replicates^1^	# Biological replicates^2^	# Technical replicates^3^	Sample total
PixCell QIAGEN	7	15	2–8	44
PixCell PicoPure	2	6	2	12*
CellCut QIAGEN	4	18	2	36**
CellCut PicoPure	6	17	1–2	31
OIAGEN				
Hippocampus	4	6	2–8	26
Midbrain	3	9	2	18
Liver	4	18	2	36**
PicoPure				
Hippocampus	2	6	2	12*
Midbrain	2	5	1–2	7
Liver	4	12	2	24

^1^# of separate RNA extraction experiments; ^2^# of different animals; ^3^# of regions captured per biological replicate. *,**Denotes same samples.

When comparing the CellCut vs. the PixCell LCM instruments, we found that the PixCell instrument produced samples with significantly higher quality RNA (Figure 2A, *p* < 0.0001, CellCut vs. PixCell *F*_(1,119)_ = 114.6, two-way ANOVA). This was true when using either extraction kit, however, we note that our PixCell PicoPure samples consisted solely of samples captured from brain tissue and our CellCut QIAGEN samples were entirely from liver tissue (See Table 1).

When comparing the PicoPure vs. QIAGEN RNA extraction kits, RNA extracted using the QIAGEN kit produced LCM samples with remarkably higher quality RNA compared to the PicoPure kit (Figure 2A, *p* < 0.0001, PicoPure vs. QIAGEN *F*_(1,119)_ = 732.5, two-way ANOVA). This was true across numerous experimental and biological replicates (Table 1) for samples captured from multiple brain regions and the liver (Figure 2B, Hippocampus, Midbrain and Liver *p* < 0.0001, one-way ANOVA, Sidak’s *post hoc* test). The difference in RNA quality can clearly be seen in the representative bioanalyzer gels and electropherograms in Figures 2C,D, where LCM samples extracted with the QIAGEN kit (CA2) have cleaner gels with less degradation products compared to adjacent samples extracted with the PicoPure kit (CA1). In these samples, tissue from two adjacent brain regions (CA1 vs. CA2) was captured using the PixCell instrument and extracted using either the QIAGEN (CA2 samples) or PicoPure (CA1 samples) kits from three biological replicates. Approximately 75 eight-micron sections were captured per region per animal (Table 2). The RNA yield/area ratio from QIAGEN samples was not significantly different from PicoPure samples for either cellular compartment, cell body (CB) or dendrites (DE; Table 2; PicoPure vs. QIAGEN, *p* = 0.0925, *F*_(1,4)_ = 4.845, two-way ANOVA). Note that the anatomical area of the CA2 region is smaller than the anatomical area of the CA1 region (See Figure 1C) providing lower yields, but similar area/yield ratios (Table 2). These within-sample data prove that the QIAGEN kit yields superior RNA quality of comparable concentration.

**Table 2:** Within sample comparison of RNA quality from PixCell laser captured tissues.

		QIAGEN
Sample	# of sections	Area size (mm^2^)	Yield (ng)	Yield/Area	RIN
#2 CA2-CB	72	0.9	11.86	13.18	9.6
#4 CA2-CB	78	1.2	19.5	16.25	9.6
#6 CA2-CB	77	1	16.24	16.24	10
#2 CA2-DE	71	2.9	3.24	1.12	9.5
#4 CA2-DE	77	2.9	3.59	1.24	9.7
#6 CA2-DE	76	3.8	3.49	0.92	9.3
		**PicoPure**
#2 CA1-CB	74	2.8	54.89	19.60	6.8
#4 CA1-CB	70	3	49.87	16.62	7.1
#6 CA1-CB	72	2.6	55.84	21.48	6.7
#2 CA1-DE	80	5.7	9.39	1.65	7.3
#4 CA1-DE	72	5.9	4.75	0.81	7.6
#6 CA1-DE	76	7.4	8.55	1.16	7.5

### NuGEN Ovation RNA-Seq System Is Ideal for Low-Input Samples

Next we compared two commercially available RNA-Seq library generation kits to determine which is optimal for low-input samples. We tested the Clontech SMARTer stranded RNA-Seq kit and the NuGEN Ovation RNA-Seq system for mouse. Both kits use total RNA as input material (10–100 ng total RNA recommended), use random hexamer primers to generate cDNA (the NuGEN kit also uses poly-dT primers) and maintain strandedness. The kits differ in their methods to remove rRNA, with the Clontech kit removing rRNA prior to cDNA synthesis and the NuGEN kit depleting rRNA prior to library amplification. The kits also differ in their chemistry and length of protocol, with the Clontech kit taking less than 1 day and the NuGEN kit requiring 2 days to generate libraries for sequencing.

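RNA of laser-captured tissue, labelled CA2 in all 4 samples, from 2 extractions with the QIAGEN and the PicoPure kit was used at 3 ng for 1 NuGEN and 1 Clontech library each, giving 4 unsheared libraries amplified with 20 PCR cycles. Reads had been aligned to mm10 with STAR, counted per gene and per exon piece with featureCounts, and divided by DESeq2 size factors. The deposited values were whole multiples of the smallest value of their column, so the reads assigned to genes could be recovered: 4548002 for NuGEN QIAGEN, 5194138 for NuGEN PicoPure, 10176710 for Clontech QIAGEN and 10417443 for Clontech PicoPure. Differences between library kits and between RNA samples were fitted together with limma, with kit and RNA as additive terms, for 13044 genes with at least 10 normalized counts in at least 2 of the 4 libraries. Ribosomal RNA and mitochondrial genes, with 5.98, 5.91, 3.71 and 2.80% of the reads in the same order, were left out by symbol. The symbol pattern also covers *Rn7s* symbols, which are small noncoding RNAs and not ribosomal. The ribosomal RNA-like gene *Gm42418*, with 129045, 131039, 23179 and 20775 reads, was kept. Each combination of kit and RNA had 1 library, which leaves 1 residual degree of freedom, so p-values compare these 4 libraries and not the extraction kits in general. On simulated counts, with a spread set by expression alone, the kit test recovered 32 of 100 genes changed by a log2 of 1 and 62 of 99 changed by a log2 of 2. It called 4 unchanged genes among 12466, but spread particular to a gene or to a combination of kit and RNA was not simulated.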

We were able to successfully generate cDNA libraries from both kits using 3 ng total RNA input (Figure 3). We compared samples generated from both high quality (QIAGEN, RIN 9–10) and low quality (PicoPure, RIN 6–7) RNA and found that the RNA-Seq data were more strongly correlated when samples were generated with the same library kit (0.93) than when using the same input RNA (0.83–0.86), indicating that the library chemistry introduces more variation in sequencing samples than RNA quality (Figures 3A,B). Additionally, the high-quality RNA samples correlated with each other slightly better than the low-quality RNA samples correlated with each other (0.86 vs. 0.83), although more samples are needed to test whether this effect, if any, is significant. 

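Replication-dependent histone genes, whose mRNAs lack a poly-A tail, had the largest median difference between the library kits of all gene lists measured. Of 39 histone genes, 27 were higher in the NuGEN libraries, 0 were lower and 12 did not pass the test (30 higher when adjusted over the list alone), with a median log2 difference of 3.35, or 3.25 with genes at 0 in both Clontech libraries set to their lower bound. With reads in listed exons only, 17 passed at a median of 3.28. *Hist1h4d* had 1499 and 803 normalized counts with NuGEN and 12.2 and 35.4 with Clontech (log2 5.65, standard error 0.425, adjusted p = 2.7e-13 from limma). Of 56 small structured noncoding RNAs, 16 were higher, 2 lower and 38 did not pass (16 and 2 when adjusted over the list alone). The median log2 difference of this list was only 0.375. Large differences were those of *Rpph1*, the RNA of ribonuclease P (log2 4.42), and *Rmrp*, the RNA of the related enzyme RNase MRP (5.88). The Y RNA *Rny1* had 1066 and 1219 normalized counts with NuGEN and 0 with Clontech, at least 553-fold more when a floor of 3 reads per library is used. Of 80 nuclear-encoded genes of oxidative phosphorylation, 51 were higher and 2 lower (52 and 4 when adjusted over the list alone), as for *Atp5g3*, a subunit of ATP synthase (2.23, adjusted p = 2.7e-12). Of 76 ribosomal protein genes, 34 were higher and 5 lower (38 and 5 when adjusted over the list alone), while *Rpl26* was lower by a log2 of -2.13. Of 14 immediate early genes, 7 were higher (7 when adjusted over the list alone), with *Egr1* at 2394 and 2352 normalized counts against 287 and 541. All 8 markers of excitatory neurons passed, 6 higher and 2 lower (6 and 2 when adjusted over the list alone), from *Nrgn*, a calmodulin-binding postsynaptic protein (2.53), to the NMDA receptor subunit *Grin2b* (-0.44). With reads in listed exons only, 4 of these markers were higher and 2 lower, and *Slc17a7* turned from higher to -0.015. The CA2 gene *Rgs14* differed by 0.23 (adjusted p = 0.16), while *Amigo2* was lower by -0.34 (adjusted p = 0.0495), a call that DESeq2 did not make. The largest fitted difference was that of *Filip1l* (11.93, 113371 and 58179 reads with NuGEN against 43 and 55), but only 6, 3, 0 and 1 of these reads lay in its listed exons. The largest difference in favor of Clontech among the named genes was that of *Ak8*, an adenylate kinase (-6.45, adjusted p = 2.4e-12), although 6 and 32 of its 1285 and 1229 Clontech reads lay in its listed exons. It was followed by *Lcp1*, *Nkx2-4* and *Ptpn14*, and with reads in listed exons only the difference of *Ptpn14* was 0.71 in place of -4.63. In all, 1411 genes were higher and 1371 lower in the NuGEN libraries, while DESeq2 called 1106 higher and 817 lower, and 691 and 454 passed when the RNA sample was left out of the fit. Without that term, 31, 57, 2 and 1 genes passed, all higher, when Clontech PicoPure, Clontech QIAGEN, NuGEN PicoPure or NuGEN QIAGEN was left out as well. The log2 difference fell with transcript length (Spearman's rho -0.302 across 12599 genes) and rose with GC content (0.283), across genes that are not independent replicates.
Pearson's r between log2(normalized count + 1) across 21368 genes was 0.916 for the 2 NuGEN libraries and 0.939 for the 2 Clontech libraries. With the same RNA and different kits it was 0.894 for QIAGEN and 0.919 for PicoPure. The same-kit mean was higher by 0.0213, against an SD between pairs of 0.0171, and by 0.0593 over the 10708 genes above 10 normalized counts in all 4 libraries. Across the 21368 genes not every pair followed this order, since the PicoPure libraries across kits (0.919) lay above the 2 NuGEN libraries (0.916). Over the 10708 genes both same-kit pairs (0.941 and 0.949) lay above both same-RNA pairs (0.872 and 0.900). In the paper's own correlations, those within a kit were higher than those within an RNA sample. From this it concludes that library chemistry brings more variation into the sequencing data than RNA quality does.

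**Figure D1:**
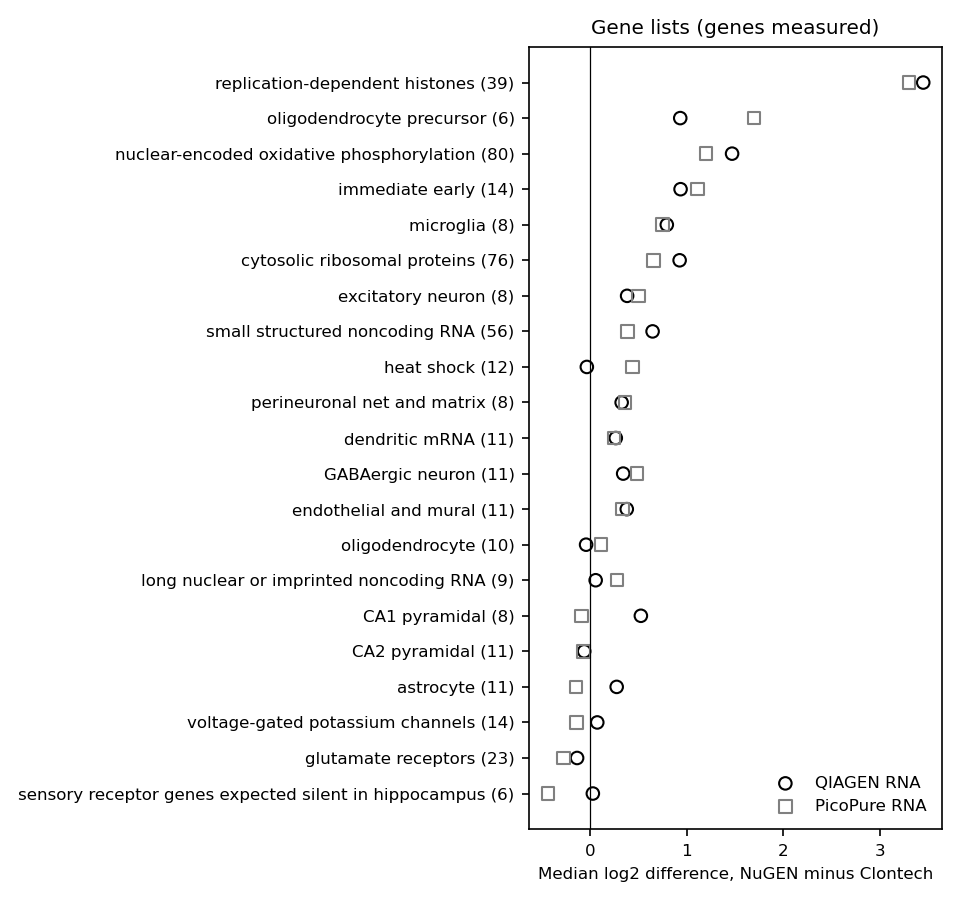
Median log2 difference between the NuGEN and Clontech libraries for gene lists with at least 5 measured genes. Each point is the difference within 1 RNA sample, and the number of genes measured stands in parentheses. Histones lie at the far right, with a median of 3.35 in the fit.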

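Across kits, the libraries of QIAGEN RNA gave r = 0.894 and those of PicoPure RNA r = 0.919, a difference of -0.025 between these pairs. The crossed pairs gave 0.895 for NuGEN QIAGEN with Clontech PicoPure and 0.911 for NuGEN PicoPure with Clontech QIAGEN. The RNA effect shared by the 2 kits, as the correlation of the PicoPure minus QIAGEN log2 differences, was low (r = 0.0452 across 21368 genes, and 0.164 across the 10708 genes above 10 normalized counts in all 4 libraries). There was 1 pair of libraries for each RNA sample, so no test of this difference can be had.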

We also found a higher percentage of reads mapped to the mouse genome from samples made with the NuGEN kit compared to samples made with the Clontech kit (Figure 3C, 78.3 and 79.3% vs. 66.1 and 71.4%), although NuGEN samples acquired fewer overall reads (more on this below). Furthermore, fewer reads mapped to introns and more genes were detected with greater read depth with the high-quality RNA samples (Figure 3C).

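Glutamate receptor genes and long nuclear noncoding RNAs were among the transcripts higher in the PicoPure RNA, and myelin genes of oligodendrocytes were among the lower ones. Of 23 glutamate receptor genes, 9 were higher, 0 lower and 14 did not pass (11 higher when adjusted over the list alone), among them *Grin2b* (log2 0.52, standard error 0.0913, adjusted p = 3.2e-04 from limma), *Grin2a* (0.51) and the AMPA receptor subunit *Gria1* (0.43). The potassium channel gene *Kcnd2* was higher by 0.78 (adjusted p = 1.7e-05), 1 of 2 among 14 voltage-gated potassium channels (2 when adjusted over the list alone). Of 9 long nuclear or imprinted noncoding RNAs, 4 were higher (4 when adjusted over the list alone), including *Malat1* (0.63, adjusted p = 2.8e-06), *Meg3* (0.65) and *Rian* (0.45). The largest rises were those of *Snhg14_v2*, a noncoding transcript, at 55.0 and 357 normalized counts with NuGEN and 116 and 818 with Clontech, and of *Hs6st3*, a heparan sulfate sulfotransferase (2.09). Of 10 oligodendrocyte markers, *Mbp* (-0.69, adjusted p = 0.001) and *Mobp* (-0.83, adjusted p = 0.034) were lower (4 lower when adjusted over the list alone), while 1 marker passed with TMM scaling or DESeq2 and 0 in limma with reads in listed exons only. The median over these markers was -0.72, and it was -0.68 with TMM scaling, -0.72 with DESeq2 and -0.63 with reads in listed exons only. Ribosomal protein genes had a median log2 difference of -0.50, with 1 of 76 lower (7 when adjusted over the list alone) but 0 with TMM or DESeq2, and genes of oxidative phosphorylation -0.32, with 2 of 80 lower (1 higher and 11 lower when adjusted over the list alone). Markers of CA1 had a median of 0.89, with 0 of 8 passing (5 higher when adjusted over the list alone), and those of CA2 a median of 0.07, with 1 of 11 higher (1 when adjusted over the list alone). In all, 189 genes were higher and 41 lower of 13044, while edgeR with DESeq2-type scaling called 206 and 80, and edgeR with TMM 180 and 25. With only the reads in listed exons, limma called 4 genes higher and 0 lower, against 1102 at an unadjusted p under 0.05, and 0 glutamate receptors passed, with a median of 0.19. A read counts in every exon piece it covers, and in the highest piece of each gene 16 genes were higher and 1 lower, while *Kcnd2* was at -0.27. Without the library kit in the fit 0 genes passed in limma, against 238 at an unadjusted p under 0.05, and 0 passed with any library left out as well. The log2 difference rose with transcript length (Spearman's rho 0.194, and 0.324 for genes with a mean of at least 100) and with gene span (0.213 and 0.376), and with reads in listed exons only rho was 0.172 with length and 0.122 with span, across genes that are not independent replicates.
Reads assigned to a gene beyond those in its listed exons made up 1.36% of reads in the Clontech QIAGEN library (Wilson 95% interval 1.35 to 1.37) and 4.68% in the Clontech PicoPure library (4.67 to 4.70). In the NuGEN libraries the shares were 7.74% (7.72 to 7.77) with QIAGEN and 6.80% (6.78 to 6.82) with PicoPure RNA. *Cmss1*, *Filip1l*, *Lpin2*, *Zc3h7a*, *Cdk8* and *Sspn* held most of this share in the NuGEN libraries, and without these 6 genes, singled out after their values were seen, it was 1.47% and 2.64%. These shares are lower limits, because a read counts in every exon piece it covers, and the intervals cover counting error only. Exon counts came to 1.91, 1.79, 1.64 and 1.48 times the gene reads in the NuGEN QIAGEN, NuGEN PicoPure, Clontech QIAGEN and Clontech PicoPure libraries, so the shares give no order between libraries. Genes above 100 normalized counts numbered 7590 with QIAGEN and 7545 with PicoPure RNA for NuGEN, and 7370 and 7284 for Clontech. The NuGEN order turned with total count scaling (7649 and 7691) and after thinning, and for genes above 10 normalized counts the Clontech order was the opposite.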

The fact that about half as many reads were acquired with the NuGEN samples can likely be attributed to the fact that we omitted the cDNA shearing step that would have resulted in NuGEN cDNA libraries within the preferred range (<400 bp) of the NEXTseq instrument (Clontech cDNA libraries are ~200 bp). The lack of shearing also resulted in a slight 5′ bias in read coverage for NuGEN samples (Figure 4A). However, we detected more coverage at both the 5′ and 3′ ends for NuGEN samples compared to the Clontech samples. This was true for both high and low expressing transcripts (Figure 4A). 

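Relative to the inner exons, first exons held far more counts with the NuGEN kit than with the Clontech kit, and last exons about as many. These are counts over whole exons and not the paper's coverage profiles along genes. Coverage near the 3′ end was therefore not tested. Over the 4000 genes with the highest mean normalized count among those with at least 5 exons, the counts in the first exon came to a median of 16.3% and 15.3% of the counts in the inner exons in the NuGEN QIAGEN and NuGEN PicoPure libraries, and to 3.93% and 4.07% in the Clontech libraries. This is a log2 difference of 1.98, against an SD between libraries of the same kit of 0.0514, and it was positive for 3537 of the 4000 genes. With 1 added, a gene without first-exon reads is positive where its inner exons have fewer NuGEN reads, so depth sets this number in part. Over the 3477 genes with 10 or more first-exon reads in any library, the difference was 1.90. For the 37 genes whose listed exons do not overlap, the difference was 1.04. The last exon came to 25.0% and 25.1% of the inner exons with NuGEN and to 25.5% and 26.9% with Clontech, a log2 difference of -0.066 with an SD of 0.0394, and 1936 genes were higher with NuGEN. It was 0.060 over the top 1000 genes, 0.0021 with at least 10 exons and 0.050 for the genes with exons that do not overlap. With each exon by its highest piece, the first-exon difference was 1.91. These values are counts summed over the pieces of an exon, in which a read counts once per piece it covers and more often with NuGEN than with Clontech (1.91 and 1.79 against 1.64 and 1.48 exon counts per read), without exon lengths and with 1 added to each sum, and genes are not independent replicates.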

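The 4000 genes were also split into 4 groups of 1000 by expression. For the first exon, the NuGEN libraries exceeded the Clontech libraries by a log2 of 1.76 in the highest group, 2.01 and 2.11 in the next ones and 2.02 in the lowest. The shares of genes with a positive difference, which depth sets in part, were 88.8, 89.7, 88.5 and 86.7%. For the last exon, the differences were 0.060, -0.040, -0.11 and -0.15 from the highest to the lowest group, with 50.1, 49.2, 47.6 and 46.7% of genes positive.

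**Figure D2:**
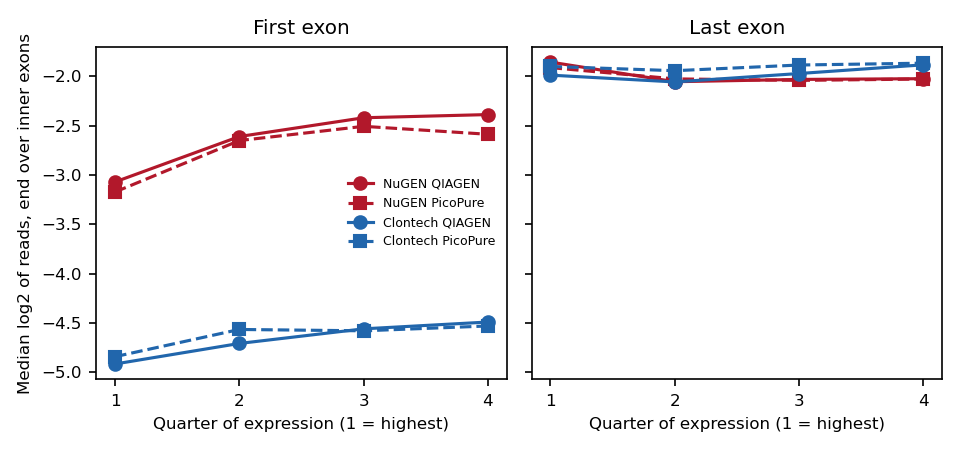
Median log2 of reads in the first exon (left) and last exon (right) over reads in the inner exons, for 4 groups of 1000 genes from highest (1) to lowest (4) expression. Each point is 1 library. The NuGEN libraries lie above the Clontech libraries in every group for the first exon, and the 4 libraries lie close together for the last exon.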

Subsequent studies confirmed that including the cDNA shearing step corrects the 5′ bias (example locus shown in Figure 4B). Furthermore, despite the fewer number of reads acquired, we detected a similar number of genes and exons with both kits, indicating that the NuGEN samples had sufficient coverage with less read depth that could ultimately lead to cost savings when considering how deep to sequence.

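The NuGEN libraries had 12929 and 12783 genes above 10 normalized counts with QIAGEN and PicoPure RNA, and the Clontech libraries 12442 and 12505. This threshold stands for fewer reads in the NuGEN libraries, which have the smaller size factors. Without normalization, genes above 10 reads numbered 11865 and 12072 with NuGEN and 13072 and 13431 with Clontech. Genes above 100 reads numbered 5919 and 6432 against 8553 and 8634. Exon pieces above 1 normalized count numbered 165282 and 182216 with NuGEN and 150404 and 174799 with Clontech, and whole exons, each taken by its highest piece, 106829, 116505, 103362 and 117457. A single read is above 1 normalized count in the NuGEN libraries, whose size factors are below 1, but not in the Clontech libraries. When all 4 libraries were thinned at random to the smallest and counted without normalization, genes above 10 numbered 11865 and 11829 with NuGEN and 11657 and 11790 with Clontech, and genes above 100 numbered 5919 and 6029 against 6312 and 6254. From similar numbers of genes and exons at fewer reads, the paper concludes that the NuGEN libraries had sufficient coverage.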

Lastly, likely due to the differences in the rRNA depletion methods, the NuGEN kit generated libraries of suitable concentration for sequencing with fewer PCR cycles than the Clontech kit (16 cycles vs. 20 cycles). This is important because fewer PCR cycles minimizes the amount of amplification bias in the resulting libraries providing a more faithful representation of the starting material. Using the RiboGone rRNA depletion kit prior to cDNA synthesis in the Clontech kit likely results in a loss of yield that requires an increased number of PCR cycles to achieve sufficient cDNA concentration for sequencing. Note that Clontech has since introduced a library generation kit (SMARTer Stranded Total RNA-Seq Kit- Pico Input) that depletes rRNA prior to library amplification similar to the NuGEN kit but with SMARTer chemistry. As of yet we have not compared performance of this new kit with those tested here.

### Optimized LCM-RNA-Seq Method Improves Variability and Gene Coverage Compared to Current Field Standards

In order to assess how our methods compared to the currently employed methods for obtaining RNA-Seq data from small samples, we cross-correlated our hippocampal CA2 LCM-RNA-Seq data (*N* = 3 mice) to a commendable recent RNA-Seq study that used manual sorting of fluorescently-labeled mouse hippocampal neurons, including area CA2 (*N* = 3 mice), from microdissected slices for RNA-Seq (Cembrowski et al., 2016). Notably, Cembrowski et al. (2016) isolated total RNA using the PicoPure RNA isolation kit, which we report produces significantly lower quality RNA than the QIAGEN RNeasy kit. However, the RIN values for their samples were not reported for us to compare. In line with common practice, they generated amplified cDNA prior to library generation using the NuGEN Ovation RNA-Seq V2 kit. Compared to the NuGEN kit used in our study, the V2 kit similarly uses total RNA as input, as well as random and poly dT priming, and does not deplete the samples of rRNA prior to cDNA synthesis. In contrast, the V2 kit amplifies the cDNA using isothermal amplification and does not retain strandedness or deplete rRNA prior to sequencing. We believe these differences might lead to fewer reads aligned per gene at a given sequence library depth. Furthermore, we acquired paired-end reads, while Hipposeq acquired single-end reads.

The two datasets correlated with an *R* = 0.896 using the average log2 counts from genes detected in both datasets, indicating that the majority of genes were highly correlated across datasets (Figure 5A). However, our data set showed less variability between replicates compared to the Hipposeq dataset as evinced by the lower mean absolute deviation (MAD; Figure 5B). Furthermore, our data produced more uniform coverage across gene transcripts compared to the Hipposeq dataset, which had a slight 3′ bias (Figure 5C).

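Abundant transcripts varied least between the 3 sheared CA2 libraries. The mean absolute deviation of log2(normalized count + 1) from the gene's mean was 0.242, 0.256 and 0.251 in the libraries with 16, 18 and 20 cycles, over 14022 genes with a read in all 3, with a mean of 0.250. It was 0.848 for genes with a mean log2 below 4, 0.525 from 4 to 7, 0.196 from 7 to 10 and 0.0783 above 10. The median absolute deviation was 0.122, and the mean over the 10579 genes with a mean log2 of at least 7 was 0.132. Pearson's r between the libraries was 0.966 to 0.970 across genes, which are not independent replicates. The Hipposeq dataset was not analysed here. From its lower deviation, the paper concludes that its data set varied less between replicates than that dataset.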

**Figure 5:**
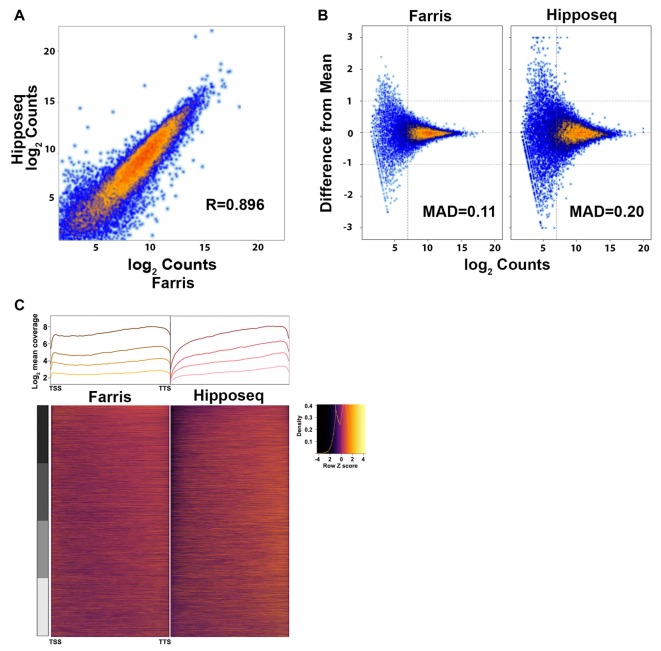
Cross-correlation of RNA-Seq expression data. **(A)** Correlation plot of the CA2 RNA-Seq mean expression data presented here (*N* = 3) vs. the CA2 RNA-Seq data published in Cembrowski et al. (2016) referred to here as Hipposeq (http://hipposeq.janelia.org, *N* = 3). **(B)** MA plots of a representative sample from each dataset depicting the mean absolute deviation (MAD) vs. abundance. The threshold for noise is drawn as a vertical line. **(C)** 5′-3′ average gene coverage for each dataset. (Top) Gene coverage is broken down by expression with the darker colors corresponding to the highest expressing genes. (Bottom) Scaled heat map of the gene coverage graphed above.

In terms of genes detected, the majority of genes were shared between datasets. However, approximately 1000 genes were detected in the Hipposeq dataset that were not detected in our dataset and approximately 1700 genes detected in our dataset that were not detected in the Hipposeq dataset. The distribution of counts for these genes was generally below the level of noise (see Figure 5B) indicating transcripts with low copy numbers. Furthermore, it is likely that a subset of the genes detected in our dataset, but not the Hipposeq dataset, came from contaminating cell types and their projections in the CA2 GFP+ region we captured. 

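Markers of several glial and neuronal types other than CA2 pyramidal neurons were read at more than 100 normalized counts in the 3 sheared libraries. All 11 astrocyte markers, 10 oligodendrocyte markers and 12 markers of GABAergic neurons were above 100 normalized counts in every library, as were 6 markers of oligodendrocyte precursors, while 8 of 10 microglial markers were. Of 12 markers of endothelial and mural cells 8, 9 and 10 were above 100 at 16, 18 and 20 cycles, of 8 of CA1 neurons 8, 8 and 7, and of 5 of CA3 neurons 4 in every library. Of 6 markers of dentate granule cells 1, 2 and 1 were above 100 in the same order, of 5 of choroid plexus 1, 2 and 1, and of 3 of blood 0 in every library. No background level was measured for these libraries, and 100 normalized counts was a low bar. Of the 13747, 13804 and 13686 genes above 10 normalized counts, 10998, 11036 and 10994 were above 100. The glutamate transporter of astrocytes, *Slc1a2*, had 33641, 34448 and 30426 normalized counts at 16, 18 and 20 cycles. It was the highest of the 11 astrocyte markers, while *Gfap* had 1105, 1435 and 986. *Gad1*, which encodes a GABA-synthesizing enzyme, had 5032, 4385 and 4790. The median over CA2 markers was 2142, 1743 and 1898 in the same libraries, that over astrocyte markers 1710, 1540 and 1731, and that over CA1 markers 1035, 497 and 440. The genes that the paper found in this dataset alone could not be listed, since the Hipposeq dataset was not used here.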

Taken together, the data suggest that the methods we optimized for low-input RNA-Seq, namely the RNA extraction and library generation protocols, produce sequencing results with lower variability across replicates and more uniform gene coverage. Thus, our method should yield greater statistical power in detecting differentially expressed transcripts.

## Discussion

High fidelity transcriptomes of specific cell types are required for complete biological understanding of complex tissues. While sequencing technologies are quickly emerging to deal with both low quality and/or low quantity RNA, in circumstances where high quality RNA can be obtained, the resulting sequencing metrics are superior (Adiconis et al., 2013; Gallego Romero et al., 2014). We identified two LCM parameters that significantly affect RNA quality, the LCM laser/instrument and the RNA isolation kit. We show that for small, thinly sectioned, fresh-frozen mouse tissues, IR-based LCM instruments produce modestly higher quality RNA than UV-based LCM instruments. We also show that the QIAGEN RNA extraction kit produces significantly higher quality RNA than the PicoPure RNA isolation kit, the current standard in the field for acquiring RNA from small inputs. We further show that this high-quality RNA produces better sequencing metrics using two commercially available low-input RNA-Seq library kits. Lastly, we identified the NuGEN Ovation RNA-Seq kit as the optimal choice for low-input samples due to its minimal requirement of PCR amplification and even distribution of read coverage.

The type of LCM instrument chosen for a given experiment likely depends upon what instrument and resources are available. However, given the option between the two systems, our data suggest that the IR-based instrument outperforms the UV-based instrument in terms of producing higher RINs for small, thinly sectioned fresh frozen tissues. This is most likely due to the tissue damage and resulting RNA degradation that occurs when using the UV laser, which has a larger impact on small target areas. However, we note that two out of the four comparison groups (see Table 1) contain samples from only one tissue type, brain or liver. Thus, it is possible that some of the effect of LCM instrument may be driven by tissue type and the different levels of RNases within. For brain, when comparing a subset of the data to test the effect of LCM instrument, we still detect a statistically significant difference in RIN values (*p* < 0.01, PixCell Hippocampus PicoPure RIN mean = 7.07 (*N* = 12) vs. CellCut Hippocampus/Midbrain PicoPure RIN mean = 6.65 (*N* = 11), unpaired, one-tailed Mann Whitney *t*-test), indicating that, at least for brain with the methods tested here, the IR-instrument produced a modest but statistically significant increase in RNA quality. Additional experiments varying only the LCM instrument are needed to test whether this is also the case for liver. Furthermore, we found the effect of LCM instrument on RNA integrity was minimal (IR-UV RIN mean difference = 0.56 and 1.0 when isolated with PicoPure or QIAGEN, respectively) compared to the impact of RNA isolation kit (QIAGEN-PicoPure RIN mean difference = 1.76 and 2.20 for UV and IR, respectively); the interaction effect was essentially additive (IR QIAGEN-UV PicoPure RIN mean difference = 2.76). The major difference between the QIAGEN and PicoPure RNA isolation kits is the tissue lysis step. QIAGEN incubates the LCM tissue for 5 min at room temp whereas PicoPure incubates the tissue for 30 min at 42°C. In our system, the shorter incubation time in the QIAGEN kit did not significantly affect the RNA yield/area, suggesting that longer lysis incubation times negatively affect RNA quality without much gain in RNA yield. Interestingly, when comparing previous LCM articles that used either PicoPure (Butler et al., 2016; Mo et al., 2016) or QIAGEN (Wang et al., 2009; Cummings et al., 2011) kits for RNA isolation, those that used the QIAGEN kit reported higher RIN values compared to those that used the PicoPure kit, confirming that our findings are robust and translatable to many different types of samples. One study (Mo et al., 2016), also compared RNA isolated using the PicoPure kit with another RNA extraction kit, RNAqueous-Micro Kit, that reportedly had faster extraction times at a lower temperature and a smaller elution volume. However, they reported a poor RNA yield with this kit and little effect on RNA quality. The differences in our results, may be explained, in part, by differences in sample type (they used 9 μm fresh-frozen human colonic biopsies) and/or LCM instrument (they used the ArcturusXT LCM, a combined IR/UV-based instrument). Based on their use of PEN membrane slides, it can be inferred that they used the UV laser, which based on our data may have adversely affected their RNA quality. It is also possible that the QIAGEN RNeasy Micro kit would yield higher quality RNA than the RNAqueous-Micro Kit for another reason that is not immediately clear in the protocols. Nonetheless, our data clearly show that high-quality RNA, of sufficient concentration, can be obtained from minute laser captured tissue samples for subsequent sequencing applications.

Although LCM affords additional spatial information, there are certainly alternative genetic approaches for acquiring cell-type specific RNA for transcriptome analyses, with cell-type specific thiouracil (TU)-tagging (Gay et al., 2013, 2014) being one example. In this system, cell specificity is achieved by crossing a transgenic mouse that expresses cre recombinase in the cell type of interest with a transgenic mouse that expresses uracil phosphoribosyl transferase (UPRT), an enzyme that converts 4-TU to thiouridine, only in the presence of cre recombinase. This results in a system where only the cell type of interest expresses UPRT, and upon systemic administration of 4-TU can incorporate the thiouridine into newly transcribed transcripts, which can be further biochemically isolated from mixed tissues. Our optimized workflow for low-input RNA-Seq would be particularly suitable for TU-labeling experiments that seek transcriptome data from target cells with small populations and thus limited amounts of RNA.

Using library generation approaches for low-input total RNA, we were able to successfully generate cDNA libraries from both low- and high-quality RNA LCM samples. Both library generation approaches detected over 12,500 genes above the noise threshold, which is consistent with the number of genes detected by 454 sequencing of polyA selected mRNA in rat hippocampal CA1 pyramidal cells (Cajigas et al., 2012). Both the Clontech SMARTer and NuGEN Ovation kits afford a number of advantages for working with minimal amounts of total RNA. First, the kits use random primers (the NuGEN kit also uses poly dT primers) to ensure partially-degraded RNA, noncoding RNA and mRNA are included in the library. Second, both kits preserve strand information, which enables more accurate determination of isoform specific expression levels and supports discovery of novel transcripts. Furthermore, in the NuGEN kit, the samples are not depleted of rRNA prior to first strand synthesis, which minimizes initial loss of RNA yield. This increase in library yield minimizes the number of PCR cycles required for low-input samples (16 PCR cycles vs. 20 PCR cycles) thereby decreasing the PCR bias and duplication levels in the libraries. It is also possible that retaining rRNA during library generation may functioning as “carrier RNA” to enhance RNA recovery by minimizing target nucleic acid absorption onto microtube walls. We note that Clontech has since introduced a library generation kit (SMARTer Stranded Total RNA-Seq Kit- Pico Input) that depletes rRNA prior to library amplification similar to the NuGEN kit but with SMARTer chemistry. We have not tested this kit but based on our results, we would predict this kit to require fewer PCR cycles than the kit we tested using the same amount of input.

When comparing the sequencing data from the libraries generated from both kits using low and high-quality RNA, we found that the library generation method had the largest effect on reproducibility. Libraries made from the same input RNA correlated with each other less than libraries made from the same kit, implying the library chemistry had a larger effect on reproducibility than RNA quality. However, the high-quality RNA samples correlated with each other more than the low-quality samples, indicating that RNA quality had an effect on reproducibility using the methods here, more samples would be needed to test whether this effect, if any, is significant. We also found that the NuGEN libraries had a higher percentage of reads mapped to annotated genes and the most genes detected above noise despite having acquired fewer reads during the sequencing run for technical reasons. These data suggest that the NuGEN samples have greater coverage depth over annotated genes. Indeed, we found that the NuGEN samples produced more uniform 5′ to 3′ gene coverage, whereas the Clontech SMARTer kit samples had less coverage near both ends. Uniform gene coverage is important for detecting and quantifying differential isoform expression. In previous reports (Adiconis et al., 2013), these two kits performed similarly in terms of gene coverage. However, an important difference between the two studies is the length of sequencing reads. Here we acquired 100 bp paired-end reads, compared to 76 bp paired-end reads in Adiconis et al. (2013). We believe that the differences in library size between the two kits (200 bp for Clontech; 400 bp for NuGEN) combined with the longer sequencing length and 20 bp minimum mapping length used in our study could have negatively affected libraries with shorter read fragments and contributed to a loss of end boundaries. Researchers should keep these parameters in mind when choosing the library generation and sequencing methods most suitable for the project goals. Lastly, for both kits, the libraries made with high-quality RNA had less noise in terms of percentage of reads mapped to intronic regions. Thus, our optimized method generates high-quality RNA from minute laser captured tissue samples that significantly improves sequencing results.

The cross-correlation analysis between our CA2 RNA-Seq and the Hipposeq CA2 neuron RNA-Seq data demonstrated a high degree of correlation (*r* = 0.896), suggesting that both methods reliably detect the CA2 transcriptome. However, our replicates had less variability, which when compared to other samples should produce a greater number of differentially expressed genes. The lower variability seen in our dataset could be attributable to differences in the RNA extraction methods (QIAGEN vs. PicoPure), library generation methods (stranded vs. unstranded, rRNA depletion vs. no depletion) and/or sequence format (paired-end vs. single-end). Furthermore, our dataset had more uniform 5′-3′ coverage than the Hipposeq dataset. When adding that our libraries were strand-specific and sequenced with paired-end reads, it suggests our methods would be particularly suitable for quantification of isoform-specific expression.

Our improvements yield high-quality RNA from minute tissues that can generate highly reproducible transcriptome data. Thus, we believe our optimized methods for producing RNA-Seq data from minute tissue samples will greatly enhance the robustness of RNA-Seq datasets in the field.

## Author Contributions

SF, YW, JMW and SMD designed research. SF and YW performed research. SF and JMW analyzed data. SF and SMD wrote the article.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

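The data are processed RNA-Seq values of 7 libraries from laser-captured CA2 tissue of mice: 4 unsheared libraries of the kit comparison (2 library kits and 2 RNA samples, 1 library per combination) and 3 sheared NuGEN libraries of QIAGEN RNA with 16, 18 and 20 PCR cycles. The 3 deposited tables hold counts per gene for both sets and counts per exon piece for the kit comparison. The authors aligned reads with STAR 2.4.1d to mm10, counted them with featureCounts and normalized with DESeq2. The signal values of all 3 tables were, as deposited by the authors, normalized counts, that is read counts divided by a DESeq2 size factor per library, and 100% of the values above 0 were whole multiples of the smallest value of their column within 0.01 read. In the exon table a read counts in every piece that it covers, so its totals were 1.48 to 1.91 times those of the gene table, and sums over pieces weigh a read by the pieces it covers. The gene annotation of the sheared libraries' table is not stated with it. Symbols that a spreadsheet had turned into dates (26 in that table, about 0.25% of its reads) were left out.

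Because the values are normalized, the test was limma 3.58.1 (lmFit, then eBayes with a trend) on log2(normalized count + 1), in R 4.3.3, with p-values adjusted by the method of Benjamini and Hochberg and called under 0.05. The plan made before the data were examined had assumed raw counts and edgeR with TMM, so that test is given as an alternative. Genes needed at least 10 normalized counts in at least 2 libraries, and ribosomal RNA and mitochondrial genes were left out by symbol. The pattern also took out any *Rn7s* symbols, which the list of small structured noncoding RNAs names, and it kept the ribosomal RNA-like gene *Gm42418*. In the kit comparison the kit and the RNA sample were additive terms, and in the sheared libraries the number of cycles was a straight line. Each fit has 1 residual degree of freedom and borrows its spread from other genes, with 36.24 prior degrees of freedom in the kit comparison and an infinite number in the sheared libraries, so gene-specific spread is not estimated there. All 3 fits were tested on simulated counts: the fit of RNA samples recovered 37 of 100 genes changed by a log2 of 1, 64 of 99 changed by a log2 of 2 and called 6 unchanged genes among 12438, and the fit of cycles recovered 45 of 99 and 60 of 99 and called 3 among 13351. The simulated spread followed expression alone, without spread particular to a gene, so these numbers do not show how many unchanged genes are called in the data.

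Genes were named by a rule fixed before the data were examined: in each direction the 10 largest changes among genes that passed, moved the same way in both pairs of libraries (or steadily over the cycles) and had a mean of at least 100 normalized counts; the 5 largest that did not pass where fewer than 5 passed; *Rgs14*, *Elavl2* and *Amigo2*; and the 4 most abundant members of each gene list. Symbols of predicted genes and clones were counted but not named. The 26 lists, of which 13 hold cell type markers, were fixed at the same time, and each list's median was set against 10000 random lists matched on expression. Values in the paper's figures had been seen before.

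Correlations, detected genes and exons, and the deviation between the sheared libraries were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. Reads in first and last exons were set against the inner exons by exon number, because the exon table gives no lengths. Exon numbers run from the 5′ end on both strands: the last exon had more reads than the first in 77.6% of 3749 genes on the + strand and in 77.6% of 3738 on the - strand. Gene positions, transcript lengths and GC content came from GENCODE vM21 on GRCm38, which matched 96.6% of tested genes in the kit comparison and 95.7% in the sheared libraries. Intervals for shares of reads are Wilson 95% intervals and cover counting error only, since reads copied by PCR are not independent molecules.

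The alternatives were DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads with DESeq2-type scaling, other filters, ribosomal and mitochondrial genes included, ribosomal protein genes left out, thinning to the smallest library, the other term left out of the fit, and each library left out in turn. The edgeR test with TMM, planned as the main test, became an alternative once the tables were seen to hold normalized counts. Added after the data were seen were TMM scaling in limma, pseudocounts of 10, a pseudocount of 0.5 in the fits, reads in listed exons only, the highest exon piece of each gene or exon, whole exons, and the relations of the RNA difference with length and span under other settings. The pseudocount of 0.5 in the correlations was set before. RIN values, read mapping and coverage profiles, and the Hipposeq dataset were not analysed here.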

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

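All tests of explanations in this part were chosen only after the results were seen.

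Reads in the NuGEN libraries piled up at loci that the paper does not discuss. *Cmss1* had 123916 and 118365 reads with QIAGEN and PicoPure RNA and *Filip1l* 113371 and 58179, in NuGEN libraries of 4548002 and 5194138 reads, and with *Sspn* they are among the 10 largest differences in favor of NuGEN. *Filip1l* (chromosome 16 of GRCm38, 57353093 to 57573126, + strand) lies within *Cmss1* (57302000 to 57606864, - strand), so they share a region. More mature transcript of these genes is argued against, because 0.0201% of their NuGEN reads lay in their listed exons. Depth is argued against, since the Clontech libraries were the deeper ones, with 10176710 and 10417443 reads. The median log2 difference was 9.72 after thinning, which hardly moves the ratio of genes this abundant with NuGEN. A fixed share of the ribosomal RNA-like gene *Gm42418* is argued against by a ratio to it that was 15.2 times higher in the NuGEN libraries. Both kits used the same RNA, so no biological explanation was tested, and a sequence within these loci that also occurs elsewhere stays open, as untested.

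More genes were higher (189) than lower (41) in the PicoPure RNA, and all 10 oligodendrocyte markers lay below 0, with 2 past the test. After thinning the median of the 189 genes was 0.90 (SD 0.505) in place of 0.90 and that of the oligodendrocyte markers -0.67 in place of -0.72. This could not decide on depth, because thinning hardly moves the ratio of abundant genes. Of the 230 called genes, 226 had a mean of at least 100 normalized counts, and the oligodendrocyte markers had medians of 107 to 228 in the 4 libraries. Thinning gave 322 genes, 233 higher and 89 lower, in place of 230, but with an infinite number of prior degrees of freedom in place of 36.24. Reads outside listed exons stay open for the oligodendrocyte markers. Their median with exon reads alone was -0.63 (SD 0.285 between genes) in place of -0.72 (SD 0.269), with all 10 below 0, but a read counts in every exon piece it covers, and in the highest piece of each gene, where a read counts once, the median was -0.48 (SD 0.523), with 9 of 10 below 0. With exon reads alone *Mbp* (-0.81, standard error 0.136, in place of -0.69, standard error 0.132) and *Mobp* (-0.85, standard error 0.252, in place of -0.83, standard error 0.217) no longer passed, as the prior degrees of freedom fell to 8.03. For the higher genes such reads stay open as well: with exon reads alone the median of the 189 genes was 0.52 (SD 0.732) in place of 0.90 (SD 0.540), 178 remained positive, and the median standard error rose from 0.159 to 0.217. In the highest piece their median was 0.52 (SD 0.995), with 152 of 186 positive. CA1 tissue in the PicoPure RNA stays open as well, since 7 of 8 CA1 markers were positive with a median of 0.89, and the median of 11 CA2 markers, 0.070 (SD 0.368 between genes), would not show a small share of CA1. The paper states that CA1 samples were extracted with PicoPure and CA2 samples with QIAGEN in its within-sample experiment, while the labels of all 4 libraries name CA2. A difference in RNA integrity or between mice was untested, because there was 1 extraction per kit.

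The 16 genes with a trend over the sheared libraries include *Fibcd1*, *Ubb* and *Malat1*. PCR that depends on transcript length stays open, with median lengths of 1388 bases for the 6 rising and 6167 for the 10 falling genes (2-sided exact permutation test, p = 0.0522), as does GC content (57.4 against 55.1%, p = 0.676). CA1 tissue in the 16-cycle library cannot be told apart from an effect of cycles: 6 of the 8 CA1 markers were highest in it, and each cycle number was 1 mouse. Differences between mice may account for these genes and were untested.

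Mitochondrial genes, which the paper excluded, took 5.07, 3.77, 3.70 and 2.77% of reads in the NuGEN QIAGEN, NuGEN PicoPure, Clontech QIAGEN and Clontech PicoPure libraries. The choroid plexus genes *Ttr*, *Clic6* and *Kcnj13* had 2711, 92 and 44 reads in the 18-cycle library, and *Clic6* and *Kcnj13* 0 in the others.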

How the results depend on the processing

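Alternatives added after the results were seen are TMM scaling in limma, the other pseudocounts in the fits, pseudocounts of 10, reads in listed exons only, the highest exon piece of each gene or exon and whole exons, while edgeR with TMM, planned as the main test, became an alternative. The 2782 genes that differed between kits stayed between 1923 and 2945 under DESeq2, edgeR, TMM, other filters, exclusions, pseudocounts and thinning, but came to 1145 without the RNA sample in the fit and to 31, 57, 2 and 1 when Clontech PicoPure, Clontech QIAGEN, NuGEN PicoPure or NuGEN QIAGEN was also left out, where fewer libraries remain and the lone sample is assumed to vary like the others. Of the 2251 genes called with reads in listed exons only, 1875 were shared with the 2782. Genes differing between RNA samples (230) came to 182 to 341 under the other settings, to 4 with reads in listed exons only, where the prior degrees of freedom were 8.03 in place of 36.24, to 17 (16 higher) with the highest exon piece of each gene, and to 0 in limma without the kit in the fit (238 at an unadjusted p under 0.05), also with any library left out (71 to 432). The 16 genes of the cycles came to 6 with DESeq2 and to 15 to 18 otherwise; leaving out a library leaves no test.

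The same-kit minus same-RNA correlation was 0.0404 with genes read in all 4 libraries and 0.0593 with genes above 10 in all 4. The RNA effect shared by the 2 kits was 0.0654 by Spearman's rho, 0.0962 with a pseudocount of 10, 0.0868 with genes read in all 4 libraries and 0.164 with genes above 10. Exons above 1 normalized count were 106829 and 116505 in the NuGEN libraries as whole exons by their highest piece or by the sum of pieces, and 100006, 109330 and, for Clontech PicoPure, 113669 after thinning as well. The first-exon difference was 1.76 for the top 1000 genes, 2.16 with at least 10 exons, 1.04 without overlapping exons, 1.91 with each exon by its highest piece and 1.90 with 10 or more reads in the end exon; the last-exon difference turned to 0.060, 0.0021 and 0.050 under the first 3. The spread of the sheared libraries was 0.122 as a median, 0.132 at a mean log2 of at least 7, 0.199 with a pseudocount of 10 and 0.210 to 0.220 with a library left out. For genes with a mean of at least 100, rho of the kit effect was -0.367 with length and 0.385 with GC content. The cause of these changes was not tested.

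With reads in listed exons only, *Gpc6* (-0.31), *Malat1* between kits (-0.022), *Ptpn14* (0.71) and *Slc17a7* (-0.015) changed direction, and with the highest exon piece of each gene the RNA difference was -2.45 for *Hmgcll1*, -0.27 for *Kcnd2* and -0.030 for *Nrg1*. Without Clontech PicoPure the RNA difference was 0.68 for *Hcfc1r1*, 0.34 for *Rps25*, 0.52 for *Uqcr11* and 0.72 for *Usmg5*, and without NuGEN QIAGEN 0.19 for *Hcfc1r1*, 0.53 for *Uqcr11* and 0.68 for *Usmg5*. Without Clontech QIAGEN it was -2.17 for *Rmrp* and -1.62 for *Rpph1*, and without NuGEN PicoPure -2.37 and -1.47, while *Malat1* between kits was -0.039 and -0.044. The block is lost with the library, so kit and RNA are then mixed. Among the other named genes, 4405 values under an alternative stayed on the same side of the threshold, with no change of direction in a gene that passed, 539 no longer passed and 23 passed newly. Depth limits the genes detected: without normalization, 13431 genes had more than 10 reads in Clontech PicoPure and 11790 had after thinning.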

Differences from the paper's values

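Beyond those named as chosen after seeing the values, the alternatives below were set before the data were examined. The paper's correlation of the QIAGEN libraries across kits is 0.86, and the value here was 0.894. With a pseudocount of 0.5, genes with a read in all 4 libraries, or genes above 10 in all 4, the value fell within the SD between pairs of the paper's, and with Spearman's rho, scaling by library totals, included ribosomal and mitochondrial genes or thinning it did not. The paper gives 0.93 for the 2 libraries of each kit, against 0.916 and 0.939 here, which lie within that SD, while the NuGEN pair at 0.896 with a pseudocount of 0.5 and the Clontech pair at 0.949 with genes above 10 in all 4 do not. The paper's correlation of the PicoPure libraries across kits is 0.83, against 0.919 here, and the difference remained under every one of these alternatives. For NuGEN QIAGEN with Clontech PicoPure the paper shows about 0.85 in Fig. 3B, read by eye, against 0.895, and the gap closed only with genes above 10 in all 4 libraries. For NuGEN PicoPure with Clontech QIAGEN it shows about 0.84 in Fig. 3B, read by eye, against 0.911, which no alternative closed.

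Exons above 1 normalized count are about 110000 for NuGEN QIAGEN, about 120000 for NuGEN PicoPure and about 100000 for Clontech QIAGEN in Fig. 3C, read by eye, against 165282, 182216 and 150404 exon pieces here. For both NuGEN libraries thinning and reads that are not normalized brought the ratio within 1.5 and total count scaling and included ribosomal and mitochondrial genes did not; for Clontech QIAGEN only thinning did. Whole exons by their highest piece, chosen after seeing the values, came to 106829, 116505 and 103362.

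The mean absolute deviation is about 0.11 in Fig. 5B, read by eye, for a representative sample, against a mean of 0.250 over the 3 sheared libraries. The median absolute deviation (0.122) and genes with a mean log2 of at least 7 (0.132) came within 1.5 times of it, and other scaling, exclusions, thinning and leaving out a library did not. For the sheared libraries the paper gives 22 M mapped reads, while they held a mean of 35.6 M reads assigned to genes, which is not the same measure, and no alternative was set for it. The paper states that reads were paired and that 76% of aligned reads were assigned to genes. If both ends of each pair had been counted, 35.6 M would stand for 23.4 M mapped pairs, a scale chosen after seeing the values. Both ends in 1 gene give even counts, and of the genes with 3 to 10 reads 57.6, 53.8 and 52.2% had an even count at 16, 18 and 20 cycles.

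The paper states that the high-quality RNA samples correlated better with each other than the low-quality samples and that more samples are needed to test this, and here the QIAGEN pair was lower by -0.025 in r. The paper states, from coverage profiles along genes, that NuGEN libraries had more coverage at the 3′ end. Counts in the whole last exon over those in the inner exons, without lengths, differed here by -0.066 in log2 over 4000 genes. They differed by 0.060 over the top 1000, while exon 15 of the paper's *Rgs14* example held a larger share with NuGEN. This is not the same measure, and coverage profiles were not analysed here, so the paper's statement was not tested.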

Other observations

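The remaining gene lists are given here with the genes that passed between the library kits, which were 2782 of all 13044 tested. Markers of oligodendrocyte precursors had a median log2 difference of 1.54 in favor of NuGEN, with 3 of 6 higher (3 when adjusted over the list alone), including the transcription factor *Sox10* (2.16, adjusted p = 0.018 from limma) and the proteoglycan *Cspg4* (2.14, adjusted p = 0.034), while 1 passed with DESeq2 and 0 in limma with reads in listed exons only, where the median was 1.64. The heat shock genes went both ways, with *Hsp90aa1* higher by 0.52 and *Hsph1* lower by -0.99, and 3 of 12 passed in each direction (4 and 3 when adjusted over the list alone). Of 11 dendritic mRNAs, 5 were higher and 2 lower (6 and 2 when adjusted over the list alone), with the synaptic scaffolds *Dlg4* at 0.74 and *Bsn* at 0.44. With reads in listed exons only, 2 were higher and 0 lower, and the list's median of 0.27 was -0.07. Of 14 voltage-gated potassium channels 2 were higher and 1 lower (2 and 1 when adjusted over the list alone), with the list's median at percentile 44.88 of random lists. Of 23 glutamate receptors 2 were higher and 6 lower (3 and 7 when adjusted over the list alone), with the median at percentile 13.2, while edgeR with TMM called 3 higher and 3 lower, TMM scaling in limma 3 and 4, and DESeq2 2 and 3. Of 9 long nuclear or imprinted noncoding RNAs 3 were higher, including *Meg3* at 0.70, and 1 lower (3 and 1 when adjusted over the list alone), although the list's median of 0.15 was -0.02 with reads in listed exons only.

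For the other lists, the median log2 differences between NuGEN and Clontech were 0.03 for CA2 (1 higher, 2 lower of 11; 1 and 2 when adjusted over the list alone), 0.03 for CA1 (1 higher of 8; 0 when adjusted over the list alone), -0.27 for CA3 (1 lower of 4; 1 and 2 when adjusted over the list alone), 0.50 for dentate granule cells (0 of 3; 0 when adjusted over the list alone), 0.26 for GABAergic neurons (2 higher of 11; 2 and 1 when adjusted over the list alone) and -0.01 for astrocytes (2 higher, 2 lower of 11; 2 and 3 when adjusted over the list alone). They were 0.16 for oligodendrocytes (2 higher of 10; 2 when adjusted over the list alone), 0.82 for microglia (1 higher of 8; 0 when adjusted over the list alone), 0.22 for endothelial and mural cells (0 of 11; 0 when adjusted over the list alone), 1.74 for choroid plexus (0 of 2; 1 when adjusted over the list alone), 0.28 for perineuronal net and matrix (2 higher of 8; 2 when adjusted over the list alone) and -0.23 for sensory receptor genes (1 lower of 6; 1 when adjusted over the list alone). With reads in listed exons only, the medians for CA1 (-0.41), endothelial and mural cells (-0.05) and sensory receptors (0.12) changed sign, and that for astrocytes did so under TMM scaling in limma (0.026), edgeR, DESeq2 and thinning (0.051). The CA3 call was 1 higher and 0 lower with TMM scaling in limma or edgeR, and 0 with DESeq2 or edgeR with DESeq2-type scaling. The CA2 calls were 1 in each direction with TMM or edgeR and 1 higher with DESeq2, and 0 markers of CA1 and microglia and 0 sensory receptors passed with DESeq2. Blood and mitochondrial lists had no tested gene in the kit comparison.

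Between the RNA samples, 8 of 56 small structured noncoding RNAs were higher in PicoPure RNA (10 higher and 1 lower when adjusted over the list alone), 2 of 8 markers of excitatory neurons were higher (2 and 2), 1 of 8 genes of the perineuronal net was higher (1) and 1 of 11 dendritic mRNAs was lower (2 lower), with the counts adjusted over the list alone in parentheses. The dendritic mRNA did not pass with TMM, nor the gene of the perineuronal net with DESeq2, and 0 genes of these 4 lists passed in limma with reads in listed exons only. By limma, 0 genes passed among the markers of CA3, dentate granule cells, GABAergic neurons, astrocytes, oligodendrocyte precursors, microglia, endothelial and mural cells and choroid plexus, and among immediate early, heat shock, histone and sensory receptor genes. Adjusted over the list alone, 1 CA3 marker and 1 sensory receptor gene were higher. The medians of astrocytes (-0.26) and oligodendrocyte precursors (-0.66) lay below 0.

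In the sheared libraries the immediate early genes had a median slope of 0.12 per cycle, higher than 99.99% of random lists, with 0 of 15 passing (1 when adjusted over the list alone), and 8 long nuclear or imprinted noncoding RNAs a median of 0.09, with 1 higher (3 when adjusted over the list alone). Oligodendrocyte markers had a median slope of 0.06, with all 10 slopes positive (percentile 99.79), and CA1 markers one of -0.15, with 1 of 8 positive (percentile 0.02), and each cycle number was 1 mouse. Adjusted over the list alone, 1 gene each had a positive slope among oligodendrocyte, CA3 and choroid plexus markers and small structured noncoding RNAs, and 1 each a negative one among dentate granule cell markers and dendritic mRNAs, beside the CA1 markers given above. The summed normalized counts of 1888 sensory receptor genes, which should be silent in hippocampus, were 3693, 3465, 3762 and 4614 in the NuGEN QIAGEN, NuGEN PicoPure, Clontech QIAGEN and Clontech PicoPure libraries.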
